# GRSF1 deficiency in skeletal muscle reduces endurance in aged mice

**DOI:** 10.18632/aging.203151

**Published:** 2021-06-02

**Authors:** Riley K. Driscoll, Linda K. Krasniewski, Samuel G. Cockey, Jen-Hao Yang, Yulan Piao, Elin Lehrmann, Yongqing Zhang, Marc Michel, Ji Heon Noh, Chang-Yi Cui, Myriam Gorospe

**Keywords:** skeletal muscle aging, GRSF1, RNA-binding protein, mouse aging

## Abstract

GRSF1 is a mitochondrial RNA-binding protein important for maintaining mitochondrial function. We found that GRSF1 is highly expressed in cultured skeletal myoblasts differentiating into myotubes. To understand the physiological function of GRSF1 *in vivo*, we generated mice in which GRSF1 was specifically ablated in skeletal muscle. The conditional knockout mice (Grsf1cKO) appeared normal until 7-9 months of age. Importantly, however, a reduction of muscle endurance compared to wild-type controls was observed in 16- to 18-month old Grsf1cKO mice. Transcriptomic analysis revealed more than 200 mRNAs differentially expressed in Grsf1cKO muscle at this age. Notably, mRNAs encoding proteins involved in mitochondrial function, inflammation, and ion transport, including *Mgarp, Cxcl10, Nfkb2,* and *Sln* mRNAs, were significantly elevated in aged Grsf1cKO muscle. Our findings suggest that GRSF1 deficiency exacerbates the functional decline of aged skeletal muscle, likely through multiple downstream effector proteins.

## INTRODUCTION

The protein GRSF1 (Guanine-rich RNA sequence binding factor 1) is widely distributed in mammalian organs and is predominantly enriched in mitochondria [1]. *GRSF1* mRNA is transcribed from nuclear DNA, but after translation, it is rapidly mobilized to mitochondria [2]. GRSF1 is a critical component of mitochondrial RNA granules, promotes mRNA loading onto mitochondrial ribosomes [2–4], and regulates the mitochondrial localization and function of the long noncoding RNA *RMRP* [5]. GRSF1 is a downstream component of the Wnt signaling pathway [6, 7], and *ex vivo* analysis suggests that GRSF1 is involved in brain development [8]. Notably, GRSF1 expression levels decline in senescent cells, and GRSF1 deficiency results in increased oxidative stress and senescence in cultured cells [1, 9, 10]. These findings suggest that GRSF1 may play an important role in organ aging. However, the *in vivo* function of GRSF1 remains poorly understood.

As one of the largest organs in mammals, skeletal muscle regulates body movement, which requires the production of large amounts of ATP by mitochondria [11]. Hence, skeletal muscle is extremely rich in mitochondria and its function depends on robust mitochondrial function. With advancing age, the progressive loss of skeletal muscle mass and function, known as sarcopenia, leads to reduced muscle strength and diminishes individual mobility, quality of life, and lifespan [12]. In aging skeletal muscle, mitochondria display reduced function, altered morphology, and increased production of reactive oxygen species (ROS), which contribute to a progressive loss of muscle mass and strength [13, 14]. Therefore, skeletal muscle is an ideal organ to study the function of mitochondrial proteins, especially as they influence aging-related processes. In this regard, the involvement of GRSF1 in skeletal muscle aging has not been investigated.

To analyze GRSF1 function in skeletal muscle *in vivo*, we generated skeletal muscle-specific *Grsf1* knockout (Grsf1cKO) mice. The Grsf1cKO mice appeared normal until they were 7-9 months of age. At more advanced ages, however, Grsf1cKO mice showed significantly weaker muscle endurance compared to wild-type (WT) controls. We further identified important alterations in the transcriptomes of Grsf1cKO muscle relative to WT muscle, including differential abundance of mRNAs encoding mitochondrial proteins, proinflammatory factors, and proteins that regulate ion transport. Our results suggest that GRSF1 helps to maintain skeletal muscle function at advanced ages in part by modulating muscle-specific gene expression programs.

## RESULTS

### GRSF1 is highly expressed in differentiating skeletal muscle cells

To begin investigating a possible role for GRSF1 in muscle physiology, we first analyzed the GRSF1 expression pattern in cultured human skeletal muscle myoblast lines AB678 and AB1167 [15]. Human myoblasts were then entered into a myogenic differentiation program that resembled myogenesis during embryonic development and adult muscle regeneration. Specifically, proliferating myoblasts were cultured to high density and the culture media was replaced by media containing horse serum to trigger myogenic differentiation; by 2 days, myotubes began to appear, and were fully established by 3-5 days, as previously described [15].

By reverse transcription followed by quantitative polymerase chain reaction (RT-qPCR) analysis, *GRSF1* mRNA was easily detectable in proliferating myoblasts, increasing as myoblasts progressed through myogenesis, and remaining elevated between 24-120 h of myogenic differentiation (Figure 1A). Western blot analysis revealed a rise in GRSF1 protein levels by 48 h of differentiation and sustained high levels of GRSF1 thereafter (Figure 1B). By immunofluorescence microscopy, GRSF1 showed a punctate expression pattern that displayed extensive colocalization with MitoTracker, a mitochondria-specific dye, in both proliferating myoblasts and differentiating myotubes (Figure 1C). These observations in a human cell culture model of myogenesis suggest that GRSF1 may be involved in skeletal muscle development *in vivo*.

**Figure 1:**
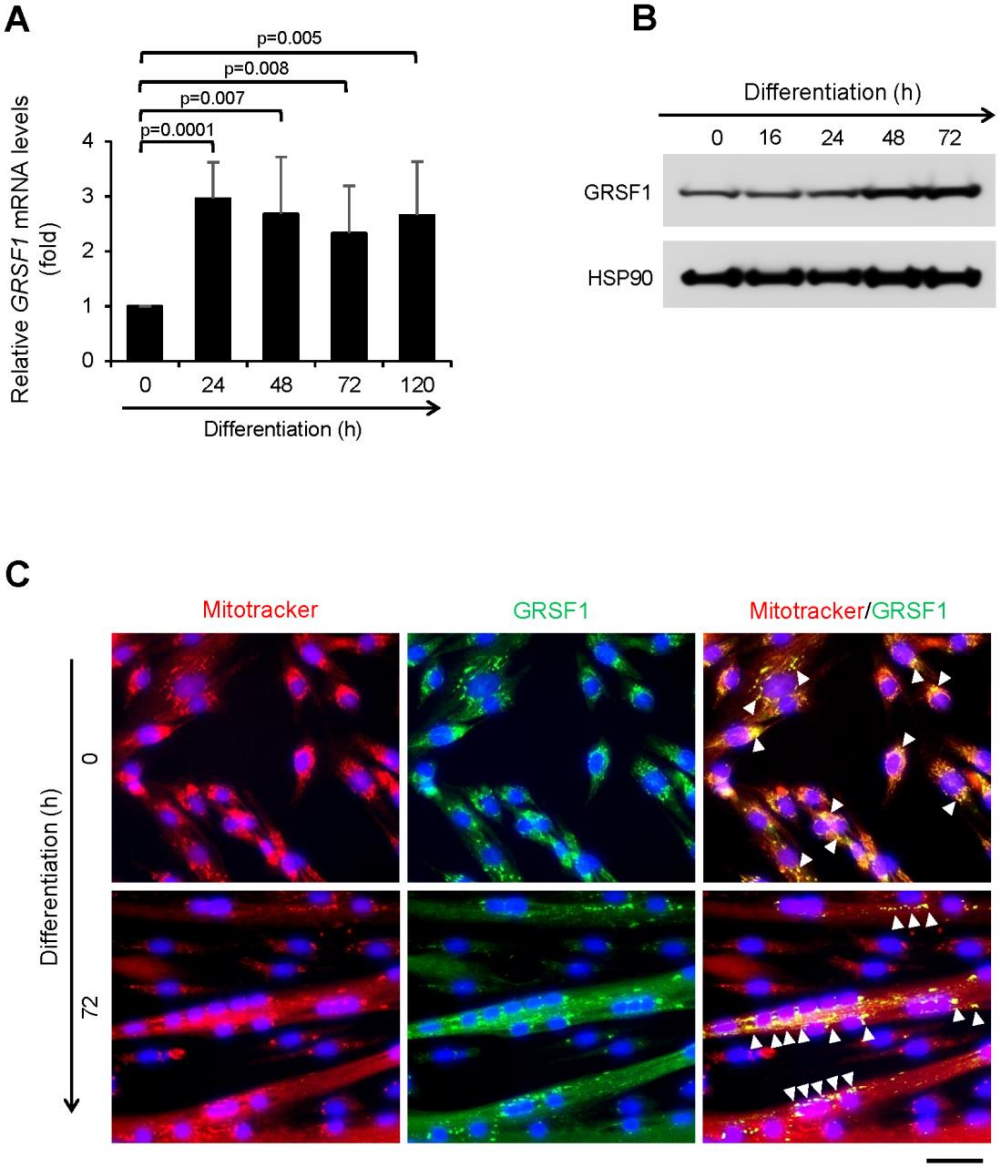
**Expression of GRSF1 across myogenesis.** (**A**) RT-qPCR analysis of *GRSF1* mRNA levels in proliferating (0 h) and differentiating (24-120 h) human myoblasts; n=3. *GRSF1* mRNA levels were normalized to the levels of *GAPDH* mRNA. (**B**) Western blot analysis of the levels of GRSF1 at the indicated times during differentiation; n=2. (**C**) Immunofluorescence detection of GRSF1 (green) and mitochondria (red) in proliferating myoblasts and differentiating myotubes. Arrowheads indicate GRSF1 signals; n=3. Scale bar, 50 μm.

### Generation of skeletal muscle specific *Grsf1* knockout mice

To analyze GRSF1 function in skeletal muscle *in vivo*, we generated mice in which the *Grsf1* gene was selectively ablated in skeletal muscle. Using heterozygous *Grsf1* mutant mice (Grsf1^tm1a^) from the European Mouse Mutant Archive (EMMA), a LacZ cassette, a Neo cassette, 2 FRT (flippase recognition target) sites, and 3 LoxP (locus of X-over P1) sites were inserted into a *Grsf1* allele (Figure 2A). We then removed the LacZ and Neo cassettes by crossing the Grsf1^tm1a^ mice with FLPo (flippase recombinase transgenic) mice (Figure 2A). In the resulting Grsf1-LoxP mice, exons IV and V of *Grsf1* were floxed. The *Grsf1*-floxed mice were further crossed with Myf5Cre mice to generate skeletal muscle-specific *Grsf1* knockout (Grsf1cKO) mice (Figure 2A). As expected, Western blot analysis confirmed that GRSF1 protein production was almost undetectable in skeletal muscle of the homozygous knockout progeny (Figure 2B). Grsf1cKO mice were viable and fertile, and they appeared healthy (data not shown).

**Figure 2:**
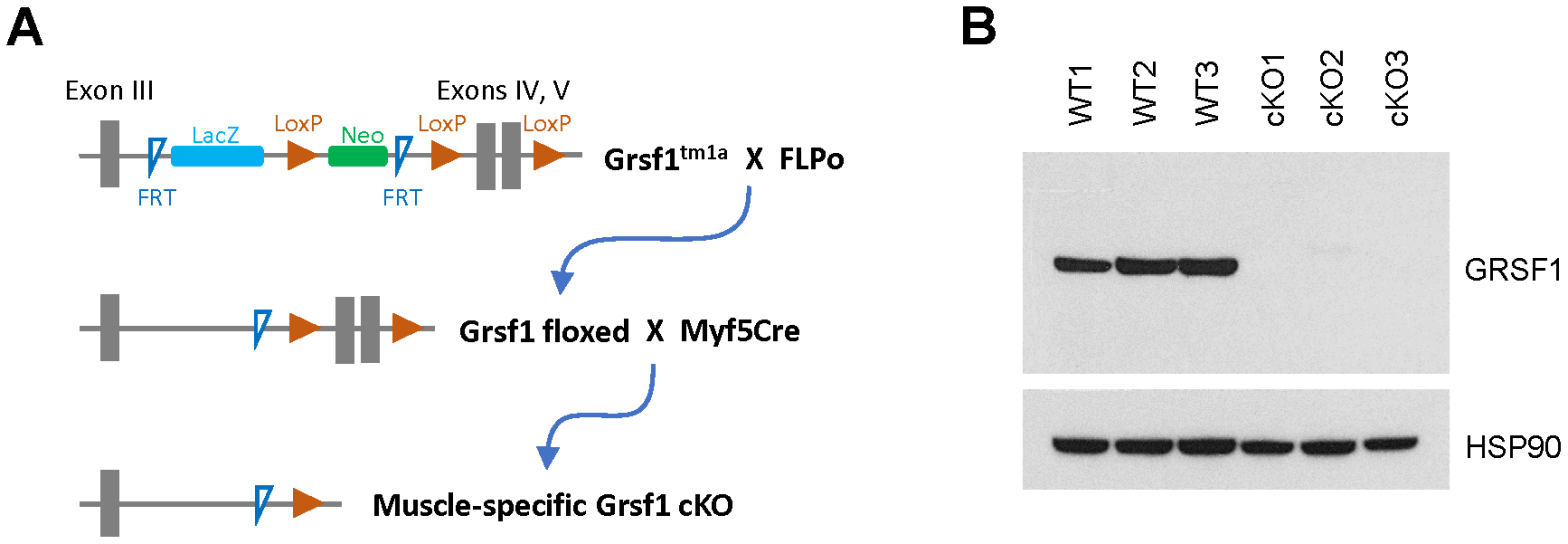
**Generation of skeletal muscle-specific *Grsf1* knockout mice.** (**A**) Schematic of the generation of skeletal muscle specific *Grsf1* knockout mice from the original Grsf1^tm1a^ mice. (**B**) Western blot analysis of the levels of GRSF1 in WT and Grsf1cKO RF muscle.

### Grsf1cKO mice showed weak muscle endurance at advanced ages

To understand the effects of *Grsf1* ablation in skeletal muscle, we measured muscle endurance in sex- and age-matched WT control and Grsf1cKO mice at 2-4, 7-9, and 16-18 months of age. The Grsf1cKO mice showed comparable endurance in the treadmill test to that of WT mice until 7-9 months of age (Supplementary Figure 1A). Body weight, lean mass, fat mass and the ratio of lean/fat were similar between WT and Grsf1cKO mice at this age (Supplementary Figure 1B, 1C). These results suggest that Grsf1 is dispensable for skeletal muscle development and maturation through at least 9 months of age.

Interestingly, aged (16-18 months old) Grsf1cKO mice showed weaker muscle endurance compared to WT controls (Figure 3A). The Grsf1cKO mice at this age ran about a 30% shorter treadmill distance on average relative to WT controls (Figure 3A). The test was repeated two weeks later with the same mice and the results were comparable. The Grsf1cKO and WT control mice had similar body weights and gross appearances at this age (Figure 3B). Histological analysis showed both normal (Supplementary Figure 2A, upper left panel) and degenerating fibers (arrows in Supplementary Figure 2A, lower left panel) in WT mice at this age, indicating normal progression of natural muscle aging, with similar morphological features in Grsf1cKO skeletal muscle (Supplementary Figure 2A, right panels). These results suggest that the impact of losing GRSF1 on skeletal muscle function in mice may not be apparent until later in life. The ages of the mice tested at the time of analysis are listed in Supplementary Figure 1D.

**Figure 3:**
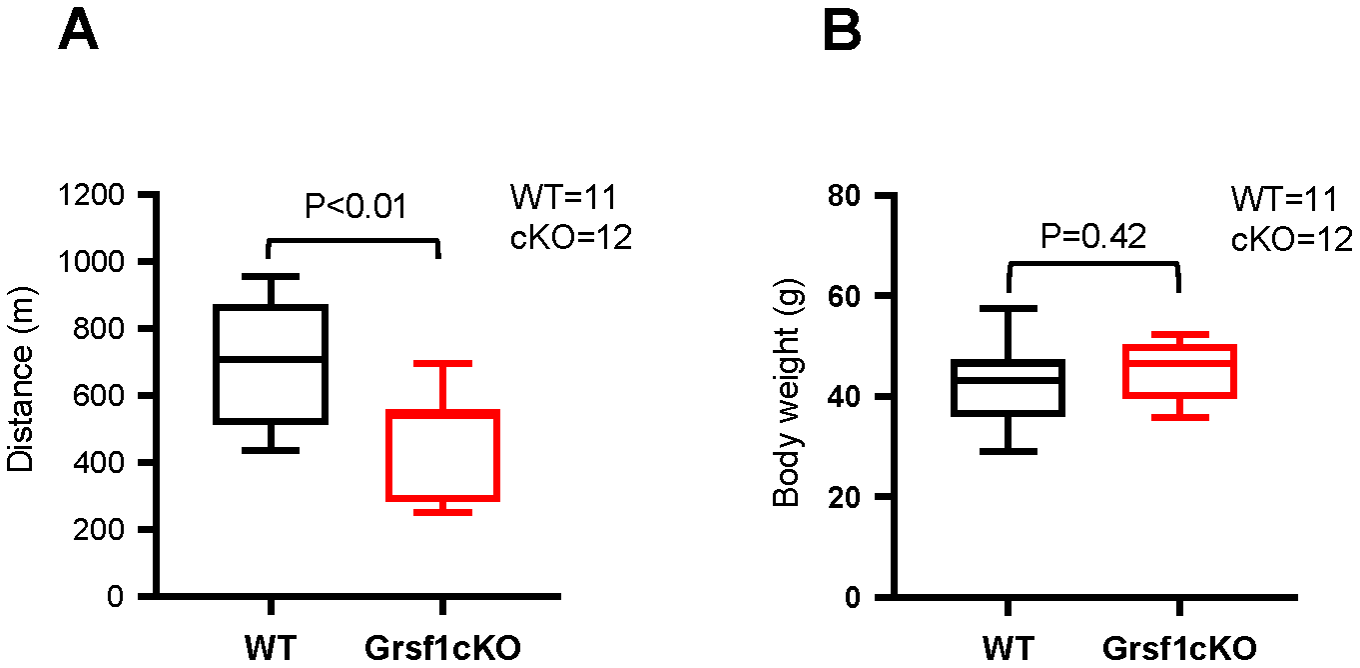
**Grsf1cKO mice show weaker muscle endurance at advanced ages.** (**A**) Treadmill test to assess skeletal muscle endurance in Grsf1cKO and WT mice at 16-18 months of age. (**B**) Body weights of Grsf1cKO and WT mice.

### Differentially expressed mRNAs in WT vs Grsf1cKO muscle by expression profiling analysis

To understand the molecular changes accompanying the decline of muscle endurance in aged Grsf1cKO mice, we carried out gene expression analysis in skeletal muscle harvested from Grsf1cKO mice and WT mice by using microarrays. 

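RNA from skeletal muscle of 3 Grsf1cKO mice, in which *Grsf1* was deleted in skeletal muscle, and 3 WT mice, all 17 months old, was labeled with Cy3 and hybridized to Agilent 1-color arrays. Each array carries 62976 spots, of which 59305 are not control spots and represent 56605 different probes. The paper names the muscle as the rectus femoris (RF), while the sample labels name the vastus intermedius, another muscle of the quadriceps. The authors deposited the spot intensities of each array as Agilent's Feature Extraction software gives them, before any normalization between arrays, together with a table of *z*-scores. The methods state that intensities were quantile normalized before log2-transformed *z*-scores were compared by *z*-test.

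The values given with each result were computed from the processed signal of each spot, which the software had already corrected for background. Control spots and spots marked as non-uniform were left out, the 8 arrays were quantile normalized together, and the log2 signals of spots of the same probe were averaged. Where a mouse had a repeat array, its arrays were averaged to 1 value, so that the mouse was the replicate. A probe was tested if it was well above background, by the software's own flag, on all arrays of a mouse in at least 3 of the 6 mice. Genotypes were compared with limma, a linear model whose variance estimates are shared across probes. A probe counted as changed when its fold change was over 1.5, its unadjusted *p* under 0.01 and its Benjamini-Hochberg false discovery rate under 0.2, the criteria of the results text. Values are given first for the first array of each mouse and then for all arrays. With 3 mice of each genotype, the number of arrays limits the precision of every value, and a 2-sided exact permutation test cannot give a *p* below 0.1.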

We isolated total RNA from a quadricep muscle, the rectus femoris (RF), which contains both slow and fast muscle fibers [16]. Three 17-month-old Grsf1cKO mice and three age- and sex-matched WT control mice were analyzed (GEO accession number GSE172311). 

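For these 6 mice 8 arrays were analysed here, because WT mouse 1 and Grsf1cKO mouse 1 each had a repeat array. The methods name clustering, correlation and principal component analysis as the means to identify possible outlier samples, but the text names no array that was left out and gives no reason for the repeats. The first array of WT 1 and the array of WT 2 were on slide 1, and the other 6 arrays were on slide 2, so that all Grsf1cKO arrays shared a slide with WT 3 and with the repeat of WT 1. The share of spots well above background was 73.1%, 66.3% and 69.2% on the first arrays of Grsf1cKO 1, 2 and 3, and 71.3%, 71.8% and 68.0% on those of WT 1, 2 and 3. It was 71.4% on the repeat of WT 1 and 88.9% on the repeat of Grsf1cKO 1. The 25th percentile of the processed signal lay between 9.68 and 15.7 on the other 7 arrays, against 55.5 on the repeat of Grsf1cKO 1.

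Across the 34936 probes well above background on all arrays, Pearson's *r* between the first arrays of different mice was 0.991 to 0.995. It was 0.998 between the arrays of WT 1 and 0.985 between those of Grsf1cKO 1. These correlations are across probes, which are not independent replicates. The SD of the log2 difference between the repeat and the first array over the same probes was 0.208 for WT 1 and 0.570 for Grsf1cKO 1.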

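Of 39243 probes tested with limma on the first arrays, 1 was higher and 2 were lower in Grsf1cKO than in WT muscle. Over all arrays, 38888 probes were tested, with the same 3 probes past the criteria. All 3 also had an adjusted *p* under 0.05 in either set of arrays. They were the probe for *Grsf1* and a pair of probes for the forward and the reverse strand of a noncoding RNA locus on chromosome 5 of mm9, from 35975265 to 35982561. Without the false discovery rate, 171 probes met the fold change and *p* criteria on the first arrays, 48 higher and 123 lower. Over all arrays there were 206 such probes, 39 higher and 167 lower, but scaling to the 75th percentile in place of quantile normalization gave 98 higher and 25 lower. With each mouse left out in turn, the number of such probes lay between 187 (without WT 2) and 399 (without Grsf1cKO 3). Without Grsf1cKO 3, 88 were higher and 311 lower, and more were lower than higher whichever mouse was left out. Under all criteria of the results text, replacing limma with the methods' *z*-test moved the counts most of the alternatives. It gave 104 probes higher and 269 lower over all arrays. With no filter on dim probes and only the first arrays, a combination chosen after seeing the data, the *z*-test gave 321 higher and 481 lower.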

We found 99 transcripts elevated and 149 transcripts decreased in abundance in the Grsf1cKO muscle compared to WT controls using these criteria: fold-change > 1.5, FDR < 0.2, and p < 0.01 (Figure 4A, and Supplementary Table 1 for full list). The top 25 RNAs significantly altered in expression levels in the Grsf1cKO muscle are shown in Figure 4B. 

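All 25 RNAs of Figure 4B were tested over all arrays, and 24 of them were well above background in every mouse. The 14 RNAs listed as more abundant had log2 fold changes of 0.75 to 2.83, and the 11 listed as less abundant had values of -2.19 to -0.07. The value of 2.83 is that of *Mgarp*, the RNA not well above background in every mouse (1 of the 3 WT mice). Its value was 0.76 with normexp, a background correction whose offset of 50 lowers the fold change of a dim probe. In 24 of the 25 the values of the 3 Grsf1cKO mice did not overlap those of the 3 WT mice, on the first arrays and over all arrays. Chance gives this in 10% of probes, but these RNAs were chosen by the paper as the top changes on the same mice. The exception was *Csrp2bp*, which has 2 probes of the same accession. The brighter one changed by -0.07 and the other by -0.69. Where several probes share an accession, the brightest was used. Of the 25 RNAs, 24 had an unadjusted *p* under 0.05 from limma, and *Grsf1* was the only one with an adjusted *p* under 0.2. The lowest adjusted *p* among the rest was 0.993 on the first arrays and 0.997 over all arrays. Among the largest changes, *Ces2c* had a log2 fold change of 2.16 and *Krt18* of 2.03, with SDs of 1.37 and 1.10 among the 3 Grsf1cKO mice.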

As expected, *Grsf1* mRNA abundance was dramatically lower in the Grsf1cKO muscle (Figure 4B, Figure 5, and Supplementary Table 1), but many RNAs also showed increased abundance in Grsf1KO muscle samples. 

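*Grsf1* is represented by 1 probe, listed under NM_178700. Its log2 signal on the first arrays was 12.09 ± 0.06 (SD, n = 3 mice) in Grsf1cKO and 14.27 ± 0.02 (SD, n = 3) in WT muscle. The log2 fold change was -2.18 (standard error 0.0813), with an adjusted *p* of 0.00239 from limma with Benjamini-Hochberg adjustment. WT signal was thus 4.54-fold that of Grsf1cKO muscle. The repeat arrays gave 14.32 for WT 1 and 12.16 for Grsf1cKO 1. Over all arrays the log2 fold change was -2.19 (standard error 0.0816, adjusted *p* = 0.00343 from limma). Every Grsf1cKO mouse was below every WT mouse, and the signals followed the genotype in the sample labels on all 8 arrays. With each mouse left out in turn the log2 fold change stayed between -2.22 and -2.16. The genes next to *Grsf1* in the RefSeq annotation of GRCm38.p6 changed less. Over all arrays *Utp3* had a log2 fold change of -0.05, *Mob1b* of 0.18 and *Dck* of -0.04, and the probes of *Rufy3* had 0.02 and 0.03.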

GO annotation analysis using g:Profiler further identified several functional clusters from the significantly altered RNAs, including mitochondrial proteins, inflammatory proteins, ion transporters, and transcription factors (Figure 4C). This group included the hypoxia-inducible mitochondrial transcript *Mgarp* mRNA [17] and inflammation-related transcripts *Cxcl10* and *Nfkb2* mRNAs, all elevated in the Grsf1cKO muscle (Figure 4C). 

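Figure 4C names 26 RNAs, and 17 of them passed the detection filter over all arrays. For 13 the probe was well above background in every mouse, and for 6 it was not well above background on any array of 1 genotype, so that only a bound is known there. The genotypes did not overlap for 20 of the 26 on the first arrays and for 16 over all arrays, where chance gives 10%, but these RNAs were chosen by the paper on the same mice. The lowest adjusted *p* from limma among the tested RNAs other than *Grsf1* was 0.983 on the first arrays. Of the 26, 10 have several probes of the same accession. The brightest probe changed over 1.5-fold in the direction of the paper's table for 3 of these 10, and at least 1 probe did so for all 10. For *Urah* the brightest probe was well above background in 2 of the 3 WT mice, and its change of 0.58 came with overlap between the genotypes. For *Shank3* the brightest changed by -0.06, also with overlap. The probes nearest the paper's table, at -0.66 and 1.26, were not among the probes tested with limma.

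*Atf3*, among the transcription regulators, had a log2 signal of 11.39 ± 0.25 (SD, n = 3 mice) in Grsf1cKO and 10.48 ± 0.41 (SD, n = 3) in WT muscle on the first arrays, a log2 fold change of 0.91. Its value over all arrays was also 0.91 (standard error 0.232, adjusted *p* = 0.997 from limma), and the repeat arrays gave 10.63 for WT 1 and 11.46 for Grsf1cKO 1. From the GO annotation of the altered RNAs, the paper states that clusters of mitochondrial proteins, inflammatory proteins, ion transporters and transcription factors differed in Grsf1cKO muscle.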

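*Mgarp* was well above background on all 3 first arrays of Grsf1cKO mice and on 1 of 3 of WT mice. Its log2 signal on the first arrays was 6.79, 6.67 and 5.89 in Grsf1cKO 1, 2 and 3, and 2.19, 5.25 and 2.72 in WT 1, 2 and 3. The array above background was that of WT 2. The log2 fold change was 3.06 (standard error 0.798, adjusted *p* = 0.993 from limma) on the first arrays and 2.83 over all arrays, with 2.31 on the repeat of WT 1 and 5.51 on that of Grsf1cKO 1. Over all arrays another background correction, normexp with an offset of 50, gave 0.76. Adding an offset by itself lowers the fold change of a dim probe. The unadjusted *p* from limma was 0.00277 with normexp (adjusted *p* = 0.981) and 0.0115 without it. With each mouse left out in turn the log2 fold change lay between 2.25 (without WT 1) and 3.75 (without WT 2). *Cxcl10* had a log2 signal of 10.05, 8.94 and 11.09 in Grsf1cKO 1, 2 and 3, against 8.26 ± 0.05 (SD, n = 3) in WT mice on the first arrays. Its log2 fold change was 1.77 on the first arrays and 1.79 over all arrays (standard error 0.513 over all arrays), and the repeat arrays gave 8.08 for WT 1 and 10.05 for Grsf1cKO 1. *Nfkb2* had a log2 signal of 12.21 ± 0.41 (SD, n = 3) in Grsf1cKO and 11.44 ± 0.11 (SD, n = 3) in WT mice on the first arrays. Its log2 fold change was 0.78 on the first arrays and 0.75 over all arrays, with 11.45 on the repeat of WT 1 and 12.26 on that of Grsf1cKO 1. A dimmer probe of *Nfkb2* gave 0.56 and 0.57.

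For the brightest probe of each of these 3 mRNAs every Grsf1cKO mouse was above every WT mouse (2-sided exact permutation test, *p* = 0.1, the smallest that 3 mice against 3 allow). For the dimmer probe of *Nfkb2* the genotypes overlapped (2-sided exact permutation test, *p* = 0.2). After adjustment over all probes tested none passed the false discovery rate with limma, while the methods' *z*-test with the criteria of the results text called all 3.

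**Figure D1:**
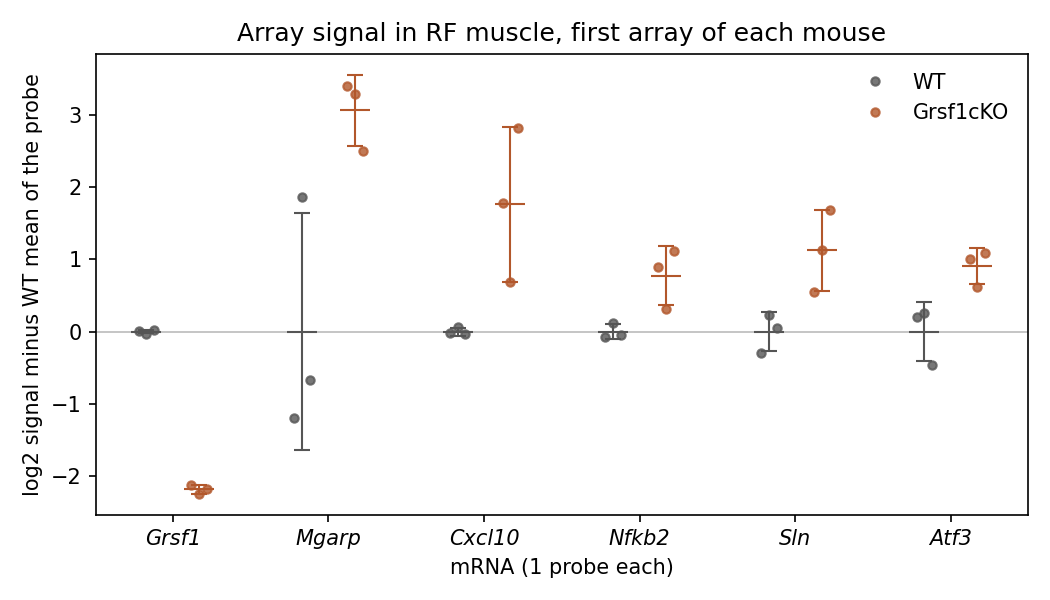
Log2 array signal of each mouse minus the mean of the WT mice for the same probe, on the first array of each mouse, for 6 mRNAs that the paper names. Points are single mice, horizontal bars are means and vertical bars are SDs (n = 3 mice of each genotype). *Grsf1* lies -2.18 from WT on average and the other 5 mRNAs lie above WT, with *Mgarp* at 3.06 and *Nfkb2* at 0.78; *Mgarp* was well above background in 1 of the 3 WT mice.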

Sarcolipin, a key regulator of the sarcoplasmic reticulum calcium pump SERCA, encoded by the *Sln* mRNA [18], was also significantly elevated in the Grsf1cKO muscle (Figure 4B, 4C).

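*Sln* had a log2 signal of 12.10, 12.67 and 13.24 in Grsf1cKO 1, 2 and 3, and of 11.26, 11.78 and 11.60 in WT 1, 2 and 3 on the first arrays. The log2 fold change was 1.12, a 2.18-fold higher signal (standard error 0.301, adjusted *p* = 0.993 from limma). The repeat arrays gave 11.34 for WT 1 and 12.10 for Grsf1cKO 1, and over all arrays the log2 fold change was 1.11 (standard error 0.300). The lowest Grsf1cKO mouse was above the highest WT mouse (2-sided exact permutation test, *p* = 0.1). The difference between the genotype means was larger than the SD among Grsf1cKO mice, 0.57, and among WT mice, 0.27. With each mouse left out in turn it stayed between 0.83 and 1.39.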

**Figure 4:**
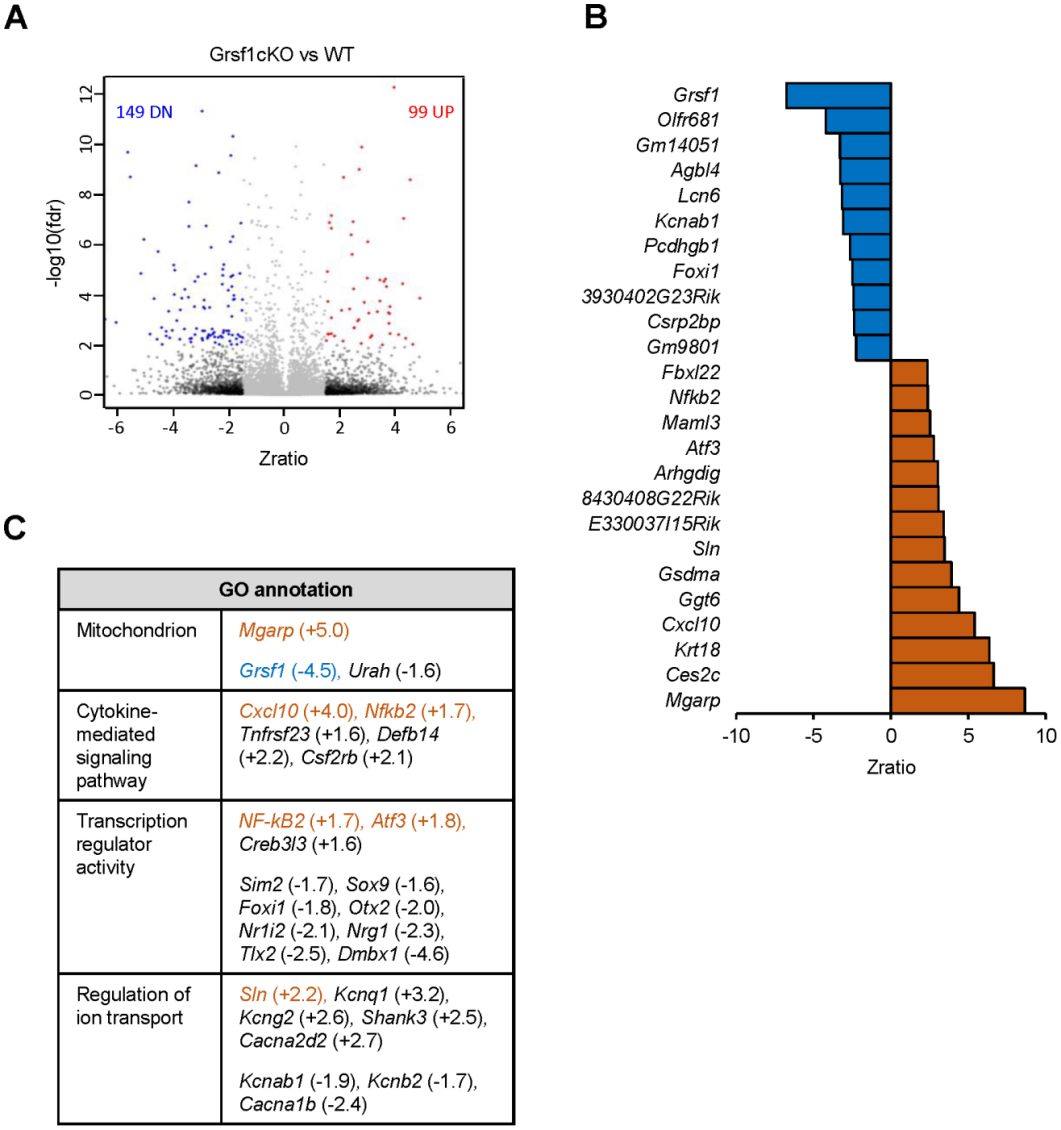
**Microarray analysis of RNAs differentially expressed in skeletal muscle from Grsf1KO vs WT mice.** (**A**) Volcano plot showing differentially expressed RNAs (including both mRNAs and long noncoding RNAs detected by probes in Agillent microarrays) in the Grsf1cKO vs WT RF muscles; n=3 mice for each genotype. (**B**) List of Top 25 RNAs significantly less abundant (top, blue) or significantly more abundant (bottom, brown) in Grsf1KO relative to WT mouse muscle. (**C**) GO annotations of functional groups significantly different in Grsf1cKO muscles. Numbers in parentheses show fold-changes. (+), upregulated in Grsf1cKO vs WT; (-), downregulated in the Grsf1cKO vs WT. Brown: upregulated mRNAs confirmed by RT-qPCR analysis. Blue: downregulated mRNA confirmed by RT-qPCR analysis.

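Of the transcripts in Supplementary Table 1, the full list behind Figure 4A, 180 were matched to 1 probe by accession or symbol. A further 66 had several probes and 2 had none. Over the 180, the log2 fold changes of the first arrays had a Pearson's *r* of 0.985 with those of the paper's table, and a median absolute difference of 0.070. This correlation is across transcripts, which are not independent replicates. Averaging in the repeat arrays gave 0.967, and using the repeat arrays in place of the first arrays gave 0.905. The direction of the paper's table was found for 177 of the 180 on the first arrays and 178 over all arrays. The change was over 1.5-fold in that direction for 174 on the first arrays, for 151 over all arrays and for 121 with the repeat arrays in place.

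Among the 180 transcripts, 63 (35%) were well above background on all 6 first arrays, compared with 61.9% of all probes. Another 59 were above background on none of the 6. Of the 180, 95 could be tested on the first arrays and 92 over all arrays. Adjusted over the list alone, 92 and 74 of these had an adjusted *p* under 0.05 from limma, but the list was chosen on the same mice and this is not independent evidence. Adjusted over all probes tested, 1 had an adjusted *p* under 0.2. Over all probes, the values of the 2 genotypes did not overlap for 3582 of the 38859 probes with a value in every mouse, or 9.22%, where chance gives 10%.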

We validated the microarray data by performing RT-qPCR analysis (Figure 5), and confirmed significant changes in the expression levels of several transcripts, including *Grsf1*, *Mgarp*, *Sln*, *Cxcl10*, *Nfkb2*, and *Atf3* mRNAs. *Mgarp* mRNA, almost undetectable in WT controls, was significantly more abundant in Grsf1cKO muscles. *Cxcl10* mRNA levels were elevated in all 3 Grsf1cKO mice analyzed, but to varying degrees, ranging from two to seven-fold, which yielded a *p* value of 0.105 (Figure 5, *Cxcl10* mRNA), despite plausible biological significance.

**Figure 5:**
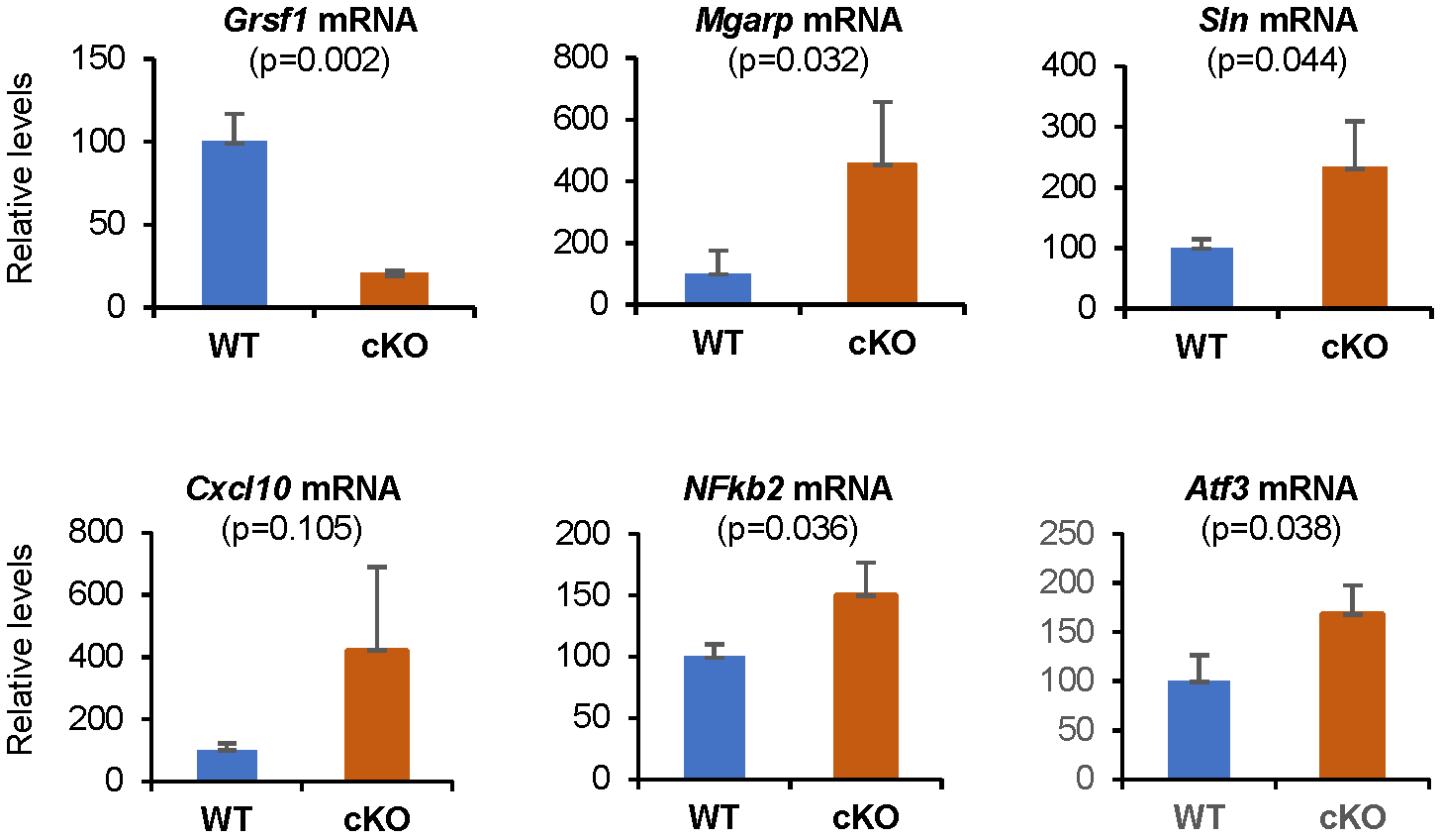
**RT-qPCR validation of microarray results.** Levels of *Grsf1* mRNA as well as *Mgarp*, *Sln*, *Cxcl10*, *Nfkb2*, and *Atf3* mRNAs in muscle from Grsf1cKO and WT mice; n=3 mice for each genotype. The levels of the mRNAs shown were normalized to the levels of *Gapdh* mRNA in each sample.

We further analyzed the expression levels of several markers of tissue aging and cell senescence in both Grsf1cKO and WT control muscles (including *Il6*, *Tnf*, *ND6*, *p15*, *p16*, and *p21* mRNAs) using RT-qPCR analysis and one to three different probe/primer sets for each mRNA (Materials and Methods), with no significant expression changes indicated (data not shown).

### Subtle changes in ROS production in the Grsf1cKO muscle

No obvious inflammatory cell infiltration or regenerating muscle fibers were found in WT or Grsf1cKO mice by histological analysis (Supplementary Figure 2A). To assess ROS production in the Grsf1cKO and WT control mice, we carried out dihydroethidium (DHE) staining. DHE fluorescence in the cell nuclei indicates the presence of ROS [19]. Comparable DHE positive signals were seen in the nuclei of both WT and Grsf1cKO in 17-month-old mice muscle (Supplementary Figure 2B, middle and right panels), suggesting similar ROS production in the Grsf1cKO and WT control mice. As a DHE-positive control, we included a sample from a naturally aged (30-month-old) WT mouse [20, 21] (Supplementary Figure 2B, left panels). These results suggest that, at least in conditions of normal development in adult mice, loss of GRSF1 does not influence oxidative stress levels in skeletal muscle. Taken together, our results indicate that loss of GRSF1 in mouse skeletal muscle did not cause overt changes in morphology or ROS production with advancing age, but it did change gene expression programs and impaired muscle endurance.

## DISCUSSION

The function of GRSF1 has been extensively examined in cultured cells and has shown that GRSF1 plays a critical role in mitochondrial function and cell senescence [1, 8, 9]. To understand the physiological function of GRSF1 *in vivo*, we knocked out the *Grsf1* gene in mice, specifically in the mitochondria-rich skeletal muscle. Although GRSF1 was highly expressed in differentiating myocytes and mature skeletal muscle, Grsf1cKO mice appeared normal, and their muscle endurance was comparable to that of WT control mice until 7-9 months of age, before the appearance of the aging phenotype in normal mice. However, we observed a decline in muscle endurance at 16-18 months of age in the GRSF1cKO mice, where natural muscle degeneration was observed histologically in WT mice (Supplementary Figure 2A). We posit that GRSF1 deficiency may potentiate the aging-associated decline in skeletal muscle function.

The reduction of endurance in Grsf1cKO muscle was accompanied by differential expression of several mRNAs, including some that encoded mitochondrial proteins, inflammatory proteins, ion transporters, and transcription factors (*Mgarp*, *Sln*, *Cxcl10*, *Nfkb2*, and *Atf3* mRNAs). The hypoxia-inducible *Mgarp* mRNA was significantly elevated in the Grsf1cKO muscle. The encoded protein, MGARP, regulates mitochondria distribution in neurons [17], and overexpression of MGARP was detrimental for mitochondrial structure [22]. Loss of GRSF1 might affect mitochondrial structure and/or function by overexpressing MGARP in skeletal muscle, although this remains to be tested. We also found that the mRNA encoding Sarcolipin (SLN), an inhibitor of the sarcoplasmic reticulum Ca^2+^ ATPase SERCA, was significantly elevated in the Grsf1cKO muscle. Sarcolipin is abundantly expressed in Duchenne muscular dystrophy [23], and promotes an aging-associated muscle cell fibrosis [24]. Additionally, excess SLN was found to impair contractile function of slow muscle fibers by inhibiting calcium uptake by SERCA in the sarcoplasmic reticulum [25]. It is possible that increased *Sln* mRNA may similarly contribute to the decline in skeletal muscle endurance in Grsf1cKO mice. In addition, Grsf1cKO led to a rise in mRNAs encoding the pro-inflammatory proteins CXCL10 and NFKB2 (NF-κB2) in aged mice. CXCL10 is involved in inflammatory diseases [26], and in inflammatory myopathies [27], and CXCL10 levels rise in response to muscle damage [28]. The *Atf3* mRNA, encoding the transcription factor ATF3, was increased in Grsf1cKO mice; ATF3 levels rise in response to muscle damage and suppresses the production of inflammatory proteins that accumulates with damage [29, 30]. The validation of the aging-associated microarray changes supports the notion that altered gene expression program, including those of key factors involved in maintaining skeletal muscle energy, proinflammatory factors, and ion transporters might underline the decline of muscle endurance in old Grsf1cKO muscle.

GRSF1 was shown to suppress oxidative stress in cultured cells [1], and a recent report suggested that GRSF1 may suppress myogenesis by reducing mitochondrial ROS production [31]. However, ROS production in aged Grsf1cKO muscle was comparable to that of aged WT mice, even though only Grsf1cKO mice displayed reduced muscle endurance. Although we recognize that subtle changes in ROS levels in Grsf1cKO muscle may contribute to our findings, or that changes in ROS before our analysis may have influenced the results, our observations suggest that differences in ROS levels did not significantly influence the skeletal muscle phenotype observed in aged Grsf1cKO mice.

Overall, the function of GRSF1 in skeletal muscle appeared to be moderate, despite our prediction that loss of GRSF1 might deeply impair muscle development and function, based on our earlier findings in cultured cells [1, 2]. This modest *in vivo* effect suggests that there are redundant or compensatory mechanisms that prevent catastrophic damage from GRSF1 loss in aging muscle, and that identifying such factors might be of therapeutic benefit in diseases caused by impaired function of muscle mitochondria and impaired muscle regeneration.

## MATERIALS AND METHODS

### Differentiation of myoblasts in culture

Immortalized human myoblasts AB678 and AB1167, which were previously described [15], were cultured in growth medium (equal volume mixture of Hamm's F10 media with 20% FBS and Promocell Skeletal Muscle Cell Growth Medium). Myoblasts were induced to differentiate for up to 120 h by growth to confluency and replacement of the growth medium with differentiation medium (DMEM with 2% horse serum). For RT-qPCR, Western blot, and immunofluorescence analyses, cells were harvested at the times indicated after initiating differentiation (Figure 1).

### Reverse transcription (RT) and real-time quantitative (q) PCR analysis

For RT-qPCR analysis, cultured myoblasts were harvested at 0, 24, 48, 72 and 120 hours after the beginning of differentiation. Total RNA from cultured cells was isolated using the Direct-zol™ RNA MiniPrep kit (ZymoResearch), which includes a digestion step using DNase I. After reverse transcription (RT) using Maxima reverse transcriptase following the manufacturer’s protocol (Thermo Fisher Scientific), real-time quantitative (q)PCR amplification was carried out using SYBR green and the following specific primers (forward and reverse in each case): GRSF1-F, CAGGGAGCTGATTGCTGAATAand GRSF1-R, ACGCATAAAGGGACACATACTC to amplify *GRSF1* mRNA, and GAPDH-F, TCTGCTCCTCCTGTTCGAC and GAPDH-R, ACGACCAAATCCGTTGACTC to amplify *GAPDH* mRNA. Relative RNA levels were calculated after normalizing to GAPDH mRNA using the 2^-ΔΔCt^ method.

For RT-qPCR assays of mouse tissue, total RNA was isolated from frozen RF muscles with Trizol (Ambion, 15596-026) and the Purelink RNA mini kit (Ambion, 12183018A) followed by on-column Purelink DNase (Ambion, 12185-010) treatment. RT was performed by synthesizing cDNAs from the Grsf1cKO and WT control RNAs with the Superscript IV VILO Master Mix (Invitrogen, 11756050) and qPCR amplification was carried out using ready-to-use Taqman probe/primer sets (Applied Biosystems) to detect *Grsf1* mRNA (Mm00618578_g1), *Mgarp* mRNA (Mm00471236_m1), *Cxcl10* mRNA (Mm00445235_m1), *Nfkb2* mRNA (Mm00479807_m1), *Sln* mRNA (Mm00481536_m1), *Atf3* mRNA (Mm00476033_m1), *Il6* mRNA (Mm00446190_m1; Mm00446191_m1), *ND6* mRNA [Mm04225325_g1; qMmuCED0041184 (SybrGreen); qMmuCED0061740 (SybrGreen)], *Tnf* mRNA (Mm00443258_m1; Mm99999068_m1; Mm00443260_g1), *p15* mRNA (Mm00483241_m1), *p16* mRNA (Mm00494449_m1), and *p21* mRNA (Mm04205640_g1). Three biological replicates were used for the WT and Grsf1cKO genotypes and assayed in triplicate. Quantification of PCR products was performed using standard curves for each probe/primer set and RNA from WT muscles, except in the case of *Mgarp* mRNA, which was very low in WT muscle, so the Grsf1cKO RNA was used here. Reactions were normalized to *Gapdh* mRNA levels, and the data were analyzed for significance using Student's *t*-test.

### Western blot analysis

For Western blot analysis, protein lysates were prepared from cultured myoblasts using RIPA buffer (Thermo Fisher Scientific, 25 mM Tris-HCl pH 7.6, 150 mM NaCl, 1% NP-40, 1% sodium deoxycholate, 0.1% SDS). Protein lysates were also prepared from rectus femoris (RF) muscles that were harvested under a dissection microscope from euthanized 4-month-old Grsf1cKO and WT control mice. Muscles were then homogenized in RIPA buffer containing a protease inhibitor cocktail, PMSF, and sodium orthovanadate (Santa Cruz, SC-24948). Homogenates were centrifuged at 10,000 × *g* for 10 min, and the supernatants were collected. The protein concentration of the supernatants was quantified with the BioRad Protein Assay Dye Reagent (Bradford reagent, 5000006). Protein aliquots (30 μg from each sample) were resolved on 1.5-mm thick, 4-12% gradient bis-tris polyacrylamide gels (Invitrogen, NPO322PK2) and blotted onto nitrocellulose membranes (Bio-Rad, 1704270). Membranes were blocked in 5% milk (Bio-Rad, 1706404xtu) for 1 h at 25° C, and the primary and secondary antibodies were diluted in this same solution. Membranes were incubated fo 16 h with anti-GRSF1 antibody (Sigma Aldrich, #HPA036985, 1:1000; Abcam, ab205531, 1:3000) or anti-HSP90 antibody (Santa Cruz, SC-13119, 1:10000 or SC-101494, 1:2000) at 4° C for 16 h. An HRP-conjugated anti-rabbit secondary antibody (Kindle Biosciences, R1005, 1:10,000) was incubated with the membrane for 1 h at 25° C. Positive bands were visualized using the ECL (enhanced chemiluminescence) reagent (Millipore, WBKLS0500).

### Generation of skeletal muscle-specific Grsf1 knockout mice

The generation and analysis of the mutant mice were approved by the Animal Care and Use Committee of the National Institute on Aging. C57BL/6N-A^tm1Brd^ Grsf1^tm1a(EUCOMM)Wtsi^/WtsiIeg (Grsf1^tm1a^) mice harboring a mutant allele in the *Grsf1* locus were purchased from the European Mouse Mutant Archive (EMMA, EM:10950). In the mutant allele, exons 4 and 5 of *Grsf1* were floxed by two LoxP sites (Figure 1A). Additionally, a LacZ and a Neo cassette, sandwiched by two FRT (Flippase recognition target) sites were inserted into intron 3. To generate conditional Grsf1-LoxP mice, we deleted the LacZ and Neo cassettes by crossing Grsf1^tm1a^ mice with FLPo mice (Stock No: 007844, Jackson Laboratory) expressing the Flippase widely under the Gt(ROSA)26Sor promoter. The resultant Grsf1-LoxP (Grsf1 floxed) mice were crossed further with the Myf5Cre mice (Stock No: 007893, the Jackson Laboratory) to generate skeletal muscle-specific *Grsf1* knockout (Grsf1cKO) mice (Figure 1A). Genotyping was done by Transnetyx (Cordova, TN) following protocols from EMMA and Jackson Laboratories.

### Muscle endurance test and whole-body composition analysis

Treadmill tests were carried out using the Exer 3/6 Animal Treadmill (Columbus Instruments), which was maintained with an 8.75% (5-degree) incline and 3 Hz, 0.15 mA, 163 V electric stimulus. For training, mice were subjected to the following scheme prior to the test: run 5 min at 5 m/min speed, followed by 5 min at 10 m/min, and 5 min at 5 m/min (first day); run 5 min at 5 m/min, followed by 5 min at 10 m/min, 5 min at 15 m/min, and 5 min at 5 m/min (second day); repeat the second day protocol (third day). For the test, mice were allowed to run for 5 min at 5 m/min, followed by 20 min at 10 m/min, 20 min at 15 m/min, 20 min at 20 m/min, 20 min at 25 m/min, and to exhaustion at 30 m/min. The test was ended and mice considered exhausted after they made contact with the electric stimulus 3 times within a period of 5 seconds. Whole body composition analysis was done in live animals using a Bruker Minispec Lf50 Body Composition Analyzer according to the manufacturer’s protocol.

### Gene expression profiling by microarrays

Total RNA was isolated from frozen RF muscles from three 17-month-old Grsf1cKO and three WT control mice using Trizol (Ambion, 15596-026) and the Purelink RNA mini kit (Ambion, 12183018A) followed by on-column Purelink DNase treatment (Ambion, 12185-010). RNA concentration and quality were assessed by using a NanoDrop (ThermoFisher, Waltham, MA, USA) and on the Agilent Bioanalyzer RNA 6000 Chip (Agilent, Santa Clara, CA). Two-hundred ng total RNA was labeled using the Agilent Low-Input QuickAmp Labeling Kit, and purified and quantified following the manufacturer’s recommendations. A total of 600 ng Cy3-labeled cRNA was hybridized for 17 h to Agilent SurePrint G3 Mouse GE v2 8x60K microarrays (G4852B, Design ID 074809), containing 34,134 mRNA and 4,578 lncRNA probes. Following post-hybridization rinses, arrays were scanned using an Agilent SureScan microarray scanner at 3 micron resolution, and hybridization intensity data extracted from the scanned images using Agilent’s Feature Extraction Software. Individual sample signal intensities were sample-wise quantile normalized to obtain consistent distributions prior to obtaining log2-transformed *z*-scores and performing z-test statistics. Sample clustering, correlation, and principal component analysis (PCA) were used to assess data quality and identify possible outlier sample(s). Filtering at the sample level probe *p*-value enabled calculation of a Present-Absent Index (PA call) to identify globally detected probe sets, which were used for analysis of statistically differentially expressed genes. A global, one-way ANOVA test grouped on the sample group was used to filter out the most diverse probes in the sample set, and to ensure that the *inter*-sample group variance was smaller than the *intra*-sample group variance. Pairwise z-test comparisons for each comparison were performed to select probes with (1) an absolute *z*-ratio ≥ 1.5, (2) z-test *p*-value ≤ 0.01, (3) fdr ≤ 0.20, and (4) an average z-normalized gene expression in the comparison set > 0. Significant gene sets for each comparison were further studied using Ingenuity Pathway Analysis (IPA) suite and the gene expression deferential values are used to do gene set enrichment analysis against Gene Ontology and Pathway gene sets for functional analysis results by the PAGE algorithm. Raw and z-score normalized hybridization intensity data have been deposited with GEO under accession number GSE172311.

### Histology and ROS detection

For histological analysis, RF muscles collected from Grsf1cKO and WT mice were immediately frozen in liquid nitrogen-chilled isopentane (Sigma-Aldrich, M32631) for 45 sec and stored at -80° C until use. Tissues were sectioned at -20° C at 5-8 μm onto silane-pre-treated slides (Sigma-Aldrich, S4651), dried at 25° C for >30 min and kept at -20° C until use. For general histology, frozen sections were stained with Mayer’s Hematoxylin solution (Sigma-Aldrich, MHS128) and Eosin Y solution (Sigma-Aldrich, HT1102128) according to the manufacturer’s recommendations.

ROS levels were assessed by using a dihydroethidium (DHE) fluorescent staining protocol adapted from a previous publication [32]. The frozen RF sections from three 17-month-old Grsf1cKO mice and three 17-months-old WT control mice were fixed in cold acetone (-20° C) for 3 min and then rinsed in 1X phosphate buffered saline (PBS, pH 7.4) three times for 5 min each time. A DHE stock solution (5 mM, Invitrogen, D23107) was diluted to 50 μM in 1X PBS, and this working solution was applied to the sections for 30 min at 37° C in a dark, humidified container. Slides were rinsed in 1X PBS three times and covered with a coverslip with SlowFade™ Diamond Antifade Mountant (Invitrogen, S36963). Images were acquired using a DeltaVision Microscope System (Applied Precision, 20x magnification) equipped with a 542-nm (TRITC) excitation laser. Heart sections from a 30 month old WT mouse were used as a positive control.

### Immunofluorescence

For immunostaining of differentiated muscle cells, cells were incubated with MitoTracker (Invitrogen, #M7512) for 30 min at 50 nM, followed by fixation in 4% paraformaldehyde in PBS for 10 min and permeabilization in 0.5% TritonX-100 in 1X PBS for 5 min. Slides were then incubated with a GRSF1 antibody (Sigma Aldrich, HPA036985, 1:200) overnight at 4° C, followed by incubation in an Alexa Fluor 594 donkey anti-rabbit secondary antibody (Invitrogen, A21207, 1:1000) for 45 min at 25° C. Signals were visualized with the same DeltaVision microscope system described above but at 10x magnification and using 390-nm (DAPI) and 475-nm (FITC) excitation lasers in addition to the TRITC laser.

## Supplementary Material

Supplementary Figures

Supplementary Table 1

How the deposited data were processed for this re-analysis (not part of the article)

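Muscle RNA of 6 mice aged 17 months, 3 Grsf1cKO and 3 WT, was measured on 8 Agilent 1-color arrays, with a repeat array for WT 1 and for Grsf1cKO 1. The authors deposited the output of Agilent's Feature Extraction software (version 12.0.3.1) for each array, in which the intensity of each spot is given on a linear scale, and a table of *z*-scores. According to the methods, the authors quantile normalized the intensities, took log2-transformed *z*-scores, kept probes called present and applied a *z*-test. The authors made the deposited score of each spot, a *z*-score, by taking the log2 of the processed signal, centring it on the mean and dividing it by the SD of all 62976 spots of its array, since scores computed in this way equaled the deposited ones within 0.005. The 25th percentile of these *z*-scores differed between arrays, from -0.92 to -0.71, so that the deposited table was not quantile normalized. The conditions of all 8 arrays were taken from the sample labels and the paper, which name different quadriceps muscles.

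The processed signal was used for the main results. No non-control spot was saturated. Control spots were left out, spots flagged as non-uniform or as population outliers were set to missing, the 8 arrays were quantile normalized together, and log2 signals were averaged over the spots of a probe and then over the arrays of a mouse. Probes well above background in at least 3 of the 6 mice and with a value in at least 2 mice of each genotype were tested with limma 3.58.1 in R 4.3.3, with genotype as the only term. The counts of changed probes use a fold change over 1.5, an unadjusted *p* under 0.01 and a Benjamini-Hochberg false discovery rate under 0.2. Single values were also compared by exact permutation of the 6 mice. After quantile normalization a *z*-score is the same linear function of the log2 signal on every array, so that fold changes are given on the log2 scale. The precision of each value is limited by the number of arrays.

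Of the 56605 probes, 33057 were given a gene symbol, nearly all through their accession in a RefSeq table of GRCm38.p6 (32994), and 63 through Supplementary Table 1. The table was used only for names and for which genes are neighbors. Other probes keep the identifier or the mm9 position that the array files give. For a gene with several probes of the listed accession, the brightest was used and the others were examined too. Genes named in the text are those the paper names in its text, Figure 4B or Figure 4C, the markers of its RT-qPCR paragraph, *Gapdh* and *Myf5*, the genes next to *Grsf1*, members of a reported gene list, and the probes past the threshold whose genotypes do not overlap. The main test, the alternatives, the gene lists and this rule were set before the data were examined, apart from the combinations said to have been chosen after seeing the data.

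Of 21 gene lists, 20 could be tested, with camera (preset inter-gene correlation of 0.01) and with fry. The list of mitochondrially encoded mRNAs was not tested, because the RefSeq table gives no transcript accession for these genes. Probes with Ensembl identifiers were not named, so mitochondrially encoded mRNAs can be among the probes without a symbol. A list's score in a mouse is the mean log2 signal of its genes minus the mean of the WT mice. Alternatives covered the normalization (75th percentile), the background correction (normexp with an offset of 50), the deposited *z*-scores, the detection filter, the use of the repeat arrays, the slide, the methods' *z*-test with the criteria of either the methods or the results text, an intensity trend in limma, the replicate number as a block, and each mouse left out. The files hold no mean signal, so the median signal of each spot was used for normexp. The ANOVA filter, the pathway software and the g:Profiler analysis of the paper were not repeated.

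The scripts were tested on simulated data with the spread of these arrays, comparing 3 mice with 3 over 38859 probes. With no difference put in, limma called 0 probes. With 200 probes changed by 1 on the log2 scale, limma called 159 of them (79.5%) and 29 others, and with a change of 2 it called 97.5% of them. For lists, camera and fry each called the 1 changed list of 21 and no other. The simulated probes varied independently, so that this cannot show how camera performs where the genes of a list vary together. On the real arrays, the other divisions of the mice into 3 and 3 gave 2 to 6 lists with camera. With 8 simulated arrays of 6 mice and a correlation of 0.6 between the arrays of a mouse, the estimate was 0.656. All 200 probes changed by 4 on the log2 scale were called along with 31 others.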

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

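The tests of background signal and of neighboring probes at the chromosome 5 locus were chosen only after the result was seen; the comparison on 1 slide was planned.

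A pair of noncoding RNA probes that the paper does not report changed more than *Grsf1* did. They carry the position of 1 locus on chromosome 5 of mm9, 35975265 to 35982561, and are named for opposite strands. The forward-strand probe rose by 4.89 on the log2 scale over all arrays (adjusted *p* = 0.0024 from limma), with log2 signals of 16.88 ± 0.11 in Grsf1cKO and 11.98 ± 0.26 in WT mice (SD, n = 3 each). The reverse-strand probe changed by -4.08 (adjusted *p* = 0.0161 from limma), with 12.14 ± 0.40 in Grsf1cKO and 16.22 ± 0.14 in WT mice (SD, n = 3 each). On the first arrays the values were 4.90 and -4.14. All 3 Grsf1cKO mice lay on 1 side of all 3 WT mice for both probes. The repeat arrays gave 16.89 and 11.93 for Grsf1cKO 1, and 11.87 and 16.03 for WT 1, for the forward and the reverse probe.

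Both probes were well above background on all 8 arrays, so that signal at background is not the source of the change. On slide 2 alone, which holds both genotypes, the forward probe changed by 5.04 and the reverse probe by -3.99. The smallest ratio of the change on that slide to the change over all arrays, among the 3 probes past the threshold, was 0.977, so that a difference between slides does not account for them. The reverse probe then had an adjusted *p* of 0.296 from limma with fewer mice, over a range of 0.000241 to 0.296 among all limma settings. It also lost its call without WT 1 (0.234), without WT 3 (0.231) and with the replicate number as a block (0.275). *Grsf1* itself followed the labels on all 8 arrays, which argues against mice exchanged between the genotypes. Among noncoding probes that carry a position, a change that spans the region around the locus is not seen. Within 5 Mb, 17 other such probes were tested, 0 passed the threshold, and the largest absolute change among them was 0.54. None of these 17 had an unadjusted *p* under 0.05 from limma. Probes of named genes in that window were not part of this test, so that it cannot exclude a regional change.

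What stays open is the locus itself. The RefSeq table lists *Grsf1* on the same chromosome, and the deletion of *Grsf1* began from gene-targeted mice, so that a strain difference carried along with the targeted allele is a candidate explanation for a switch between the strands. The noncoding neighbors, at 0.54 or less, do not decide this, since a variant in the locus need not change them. The 5 tested genes of the C57BL/6 substrain list do not decide it either, for the same reason. Their median log2 fold change was 0.19 (camera adjusted *p* = 0.396), and the list scores of the genotypes overlapped. Probe sequences were not matched to a genome here, and other transcripts that could cross-match either probe were not examined. Of the 1497 probes on that chromosome with a named gene, 3.47% had an unadjusted *p* under 0.05 from limma, against 3.57% of 23368 elsewhere. An effect of the loss of GRSF1 on this locus stays open as well, as untested.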

How the results depend on the processing

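The *z*-tests on the first arrays were tests chosen only after the result was seen.

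The main counts, 1 probe higher and 2 lower, were the same with the 75th percentile, the deposited *z*-scores, no detection filter, detection in all 6 mice, the first arrays, the repeat arrays in place and the slide as a block, and the same 3 probes were called under each. The normexp background, the filter on a mean *z*-score above 0, all 8 arrays with the mouse as a random block, and limma with an intensity trend each gave 2 higher and 2 lower. The added probe was ENSMUST00000082419, whose log2 fold change was 1.53 (adjusted *p* = 0.582 from limma, with a range of 0.0942 to 0.998 among the limma settings). On 1 slide only, with fewer mice, 1 probe was higher and 1 lower. With each mouse left out in turn, the counts lay between 1 and 2 in either direction, and the number of Supplementary Table 1 transcripts called lay between 1 and 2. Without WT 2 the added probe was *Gm5103*, listed in that table, with a log2 fold change of 4.60 (adjusted *p* = 0.183 from limma), against 3.37 and 0.997 with all mice. It was well above background in 1 of the 3 WT mice, so that these fold changes rest on WT signals mostly near background. Without WT 1 and without WT 3 the reverse-strand probe of the chromosome 5 locus was not called.

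The methods' *z*-test gave the largest planned changes. With the methods' criteria 29 probes were higher and 26 lower, and 17 transcripts of Supplementary Table 1 were called, against 1 with limma. With the criteria of the results text 104 were higher and 269 lower, and 84 transcripts were called. Both sets called *Cxcl10* (1.79), *Nfkb2* (0.75), *Sln* (1.11) and *Atf3* (0.91), and the criteria of the results text also called *Mgarp* (2.83), at the same fold changes. On the first arrays, chosen after seeing the data, the *z*-test gave 95 higher and 201 lower with the criteria of the results text, with 117 transcripts called. Without a detection filter it gave 321 and 481 with 225 transcripts, and with the methods' criteria 34 and 41 with 43. The *z*-test compares the SD of 3 mice with a normal distribution, in which a *p* of 0.01 is a *p* of 0.0616 for a *t* distribution with 4 degrees of freedom. On simulated data with no difference between 3 mice and 3, over 38859 probes, it called 292 probes with the criteria of the results text and 159 with the methods' criteria, against 0 with limma.

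Whether the replicate number pairs the mice was examined through the correlation of their deviations from the group means. It was 0.232, 0.0971 and 0.103 for mice of the same number and -0.185 to 0.0935 for mice of different numbers. Not every same-number value was over 0.1, the level set for pairing, so the block was kept as an alternative. With the replicate block 1 probe was higher, 0 were lower and 0 listed transcripts were called, with 2409 probes at an unadjusted *p* under 0.05, against 1651 without it. The reverse-strand probe of the chromosome 5 locus had an adjusted *p* of 0.275 from limma with the block. *Grsf1* kept its log2 fold change of -2.19, with an adjusted *p* of 0.248. Over the other limma settings its log2 fold change lay between -2.22 and -2.13, and it stayed past the threshold.

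No log2 fold change changed sign under any setting among the 6 mRNAs the paper names. Their ranges were 0.76 to 3.75 for *Mgarp*, 1.26 to 2.33 for *Cxcl10*, 0.57 to 0.97 for *Nfkb2*, 0.83 to 1.39 for *Sln* and 0.68 to 1.06 for *Atf3*. *Mgarp* was lowest with normexp, whose offset of 50 lowers the fold change of a dim probe. *Mgarp* was not tested under detection in all 6 mice or the filter on the mean *z*-score. The 5 gene lists past the camera threshold became 8 with the 75th percentile, 0 with the inter-gene correlation estimated and 0 with fry. On 1 slide only, the number stayed at 5, but mitochondrial chaperones and proteases no longer did and macrophages did (camera adjusted *p* = 0.0203). At an unadjusted *p* under 0.05, camera gave 8 lists, the estimated correlation 1 and fry 1. The 75th percentile also moved the direction of probes that met the fold change and unadjusted *p* criteria, from 39 of 206 higher to 98 of 123 higher. For the added probe, the lists and this shift the cause was not tested.

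Signal over background limits the values of the 117 listed transcripts that were not above background on 1 or more first arrays. Of these, 115 changed over 1.5-fold in the table's direction on the first arrays, 76 with the repeat arrays in place and 82 on 1 slide only. Among the 63 transcripts above background on all first arrays the numbers were 59, 45 and 31, so that these also fell, and more so on 1 slide.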

Differences from the paper's values

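The *z*-test on the first arrays was a test chosen only after the result was seen.

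The paper reports 99 transcripts elevated and 149 decreased, and the limma test gave 1 probe higher and 2 lower over all arrays. Among the alternatives set before the data were examined, the methods' *z*-test with the criteria of the results text gave 104 probes higher, within 1.5-fold of the paper's 99, but 269 lower, further from the paper's 149. With the methods' criteria it gave 29 higher and 26 lower, which differ from both of the paper's counts. Every other such alternative, namely the 75th percentile, normexp, the deposited *z*-scores, the detection filters, the other uses of the repeat arrays, the slide settings, the intensity trend, the replicate block and each mouse left out, gave 1 or 2 higher and 0 to 2 lower, and differs from both. The *z*-test on the first arrays with the criteria of the results text, chosen after seeing the values, gave 95 higher and 201 lower, both within 1.5-fold of the paper's counts.

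The paper states that *Mgarp*, *Cxcl10*, *Nfkb2* and *Sln* mRNAs passed its criteria. Their log2 fold changes over all arrays were 2.83, 1.79, 0.75 and 1.11, in the paper's direction, and none passed the false discovery rate with limma (adjusted *p* = 0.997 for each). *Mgarp* was well above background in 1 of the 3 WT mice. Its value was 0.76 with normexp, whose offset of 50 lowers the fold change of a dim probe. The *z*-test with the criteria of the results text called all 4, and with the methods' criteria it called *Cxcl10*, *Nfkb2* and *Sln*. The paper also reports a rise of all 4 by RT-qPCR with 3 mice of each genotype, where its test of *Cxcl10* fell short of significance. The array tests do not address those RT-qPCR results. Of the transcripts in Supplementary Table 1, limma called 1, *Grsf1*, and without WT 2 also *Gm5103*. The *z*-test called 84 with the criteria of the results text and 17 with the methods' criteria. On the first arrays, a choice made after seeing the values, it called 117 with the criteria of the results text, 225 when the detection filter was dropped and 43 with the methods' criteria and no filter.

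The paper lists *Urah* as decreased and *Shank3* as increased in Figure 4C. For the brightest probe of the accession the genotypes overlapped, with changes of 0.58 for *Urah*, which was well above background in 2 of the 3 WT mice, and -0.06 for *Shank3*. Neither value gives a direction. Another probe of the same accession changed by -0.66 and 1.26, but was not among the probes tested with limma for either RNA. *Defb14* and *Cacna2d2* are listed as increased. Their brightest probes changed by -0.20 and -0.05 on the first arrays, with overlap between the genotypes, and by 0.20 and 0.27 over all arrays. Their probes nearest the paper's table changed by 1.41 and 1.49 over all arrays. The log2 fold changes of the 6 mRNAs named in the text did not differ from the paper's table by more than the spread between mice.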

Other observations

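The tests of 1 mouse alone behind a gene list, and the counts over other splits of the mice for the *z*-test and for gene lists, were chosen only after the result was seen.

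Counts of changed probes can be set against those from the other ways of dividing the 6 mice into 3 and 3, of which there are 10 with the real one. Limma called 3 probes in the real division, and 5 of the 10 divisions gave at least 3, with up to 19. With the *z*-test and the criteria of the results text, 4 of the 10 divisions gave at least the 373 probes of the real division, and the others ranged from 152 to 636. On the first arrays 5 of the 10 gave at least 296. With 10 divisions the share can never be under 0.1, whatever the data, so that this comparison cannot exclude chance for the size of a count. It does not bear on single probes: *Grsf1* and the pair of chromosome 5 probes changed by far more than the SDs among mice and passed the false discovery rate with limma. The division that places WT 1 and WT 2, whose first arrays shared slide 1, with Grsf1cKO 1 gave 6 probes with limma and 584 with the *z*-test over all arrays. With the slide as a block, limma called the same 3 probes in the real division.

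Many transcripts of Supplementary Table 1 lay at low signal. For 90 of the 180 matched to 1 probe (50%), no first array of at least 1 genotype was well above background. The table lists 17 olfactory or vomeronasal receptors, of which 15 were lower. The mean *z*-score was above 0, as criterion 4 of the methods asks, for 32 of the 180 (17.8%). A candidate explanation for part of the list is noise of signal near background, but that share of 50% cannot decide it, since a transcript that is absent in 1 genotype and present in the other also lies at background there.

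The gene lists that passed the camera threshold were those of denervation and regeneration, interferon response, NF-kB targets and slow fibers, which were higher in Grsf1cKO muscle, and mitochondrial chaperones and proteases, which were lower. Their median log2 fold changes were 0.60, 0.28, 0.24, 0.42 and -0.10, with camera adjusted *p* of 3.1e-09, 3.1e-09, 0.0018, 0.00736 and 0.0154. No list passed with fry, whose lowest adjusted *p* was 0.0889, for chaperones and proteases, where 9 of 10 genes were lower and every Grsf1cKO mouse was below every WT mouse. Other divisions of the mice gave as many lists in 6 of 10, the real one included, so chance cannot be excluded here. Of the 20 lists tested, 3 had scores that did not overlap between the genotypes, where chance gives 10% of lists. The other 15 lists did not pass. Among them, nuclear OXPHOS subunits had a median of -0.03 and a camera adjusted *p* of 0.236, mitochondrial ribosomal proteins -0.04 and 0.396, fast fibers 0.01 and 0.687, and macrophages 0.19 and 0.0503. On 1 slide only, macrophages passed and chaperones and proteases did not. With the 75th percentile the fast fiber median was -0.12, and fast fibers, OXPHOS subunits and mitochondrial ribosomal proteins passed as lower.

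The denervation and regeneration genes include *Chrng*, *Chrna1*, *Myog* and *Myh3*, and 14 of 15 were higher. Of the 15, 2 are in Supplementary Table 1, *Sln* and *Cdkn1a*, which the paper chose on the same mice. The list score was 0.41, 0.15 and 1.50 in Grsf1cKO 1, 2 and 3, against -0.02, -0.01 and 0.02 in WT 1, 2 and 3. Grsf1cKO 3 also had the highest score for interferon response (0.73, against 0.15 and 0.17), slow fibers (1.03, against 0.14 and -0.08), NF-kB targets (0.49, against 0.13 and 0.00) and macrophages (0.73, against -0.05 and -0.04). That mouse alone does not account for the scores of denervation and regeneration or of interferon response. Both other Grsf1cKO mice were above every WT mouse, with mean scores of 0.28 and 0.16. The denervation and regeneration score includes *Sln* and *Cdkn1a*, and the list was not scored without them. How far its other genes were higher in those 2 mice therefore stays open. For slow fibers Grsf1cKO 3 may account for the whole difference. The other 2, with a mean score of 0.035, were within the range of the WT mice. NF-kB targets stay open: the mean of the other 2 was 0.066, within the range of the WT mice, but Grsf1cKO 1 was above every WT mouse and Grsf1cKO 2 was not. One hypothesis is that the sample of Grsf1cKO 3 held a focus of regenerating or denervated fibers. The paper reports no obvious regenerating fibers by histology, and no histology was analysed here.

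Slow fiber genes were weighed as a source of the higher *Sln* mRNA, through fiber composition or dissection. Their median was 0.42 above that of fast fiber genes, in the direction this would need. The score did not separate the genotypes (2-sided exact permutation test, *p* = 0.6), and *Sln* was higher in Grsf1cKO 2, in which slow fiber genes were not. With 3 mice of each genotype, fiber composition and an effect of the genotype on *Sln* cannot be told apart, and 2 names for the muscle are given by the paper and the labels.

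An interferon response was weighed beside *Cxcl10*. Without *Cxcl10* the list had a median of 0.26, with 22 of 24 genes higher (2 genes of the full list are in Supplementary Table 1), and every Grsf1cKO mouse was above every WT mouse. Between Grsf1cKO 1 and 2, *Cxcl10* was higher in Grsf1cKO 1, but the list score was not. The values are consistent with a small interferon response, but 3 mice against 3 leave chance open. For *Atf3*, an immediate early response at tissue harvest would raise the other genes of that class, and their median was -0.10, with 8 of 18 higher, which decides nothing. A mitochondrial integrated stress response, which loss of a mitochondrial RNA-binding protein might cause, had a median of 0.06 with 11 of 16 genes higher and a camera adjusted *p* of 0.490; the scores of the genotypes overlapped, which does not exclude it.

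The paper measured markers of aging and senescence by RT-qPCR, *p21* and *ND6* among them, and reports no significant change. The arrays give values for some of these markers over all arrays. *Cdkn1a* (p21), which Supplementary Table 1 lists as higher, had a log2 fold change of 0.62 with its brighter probe and 0.07 with the other, *Cdkn2b* (p15) -0.18 and -0.52, *Il6* -0.22 and -0.44, and *Tnf* -0.55 and -0.06. On the first arrays the dimmer probes of *Cdkn1a* and *Tnf* changed sign, to -0.18 and 0.12. *Cdkn2a* (p16) had 0.33 with its brighter probe, and its other probe was not well above background on any Grsf1cKO array. The lowest adjusted *p* from limma among the tested probes of these markers was 0.997 over all arrays and 0.993 on the first arrays. The methods' *z*-test called the brighter *Cdkn1a* probe. The 6 probes of *Gapdh* changed by -0.01 to 0.02. *Myf5* was not well above background on any array. No value is given under *ND6*, since no probe was named for it. Probes with Ensembl identifiers were not given gene symbols, so a probe for *ND6* can be among them. ENSMUST00000082419, named after its values were seen, had the next lowest *p* after the 3 called probes. It rose by 1.53 on the log2 scale, with 9.23 ± 0.21 in Grsf1cKO and 7.70 ± 0.20 in WT mice (SD, n = 3 each). Its adjusted *p* of 0.582 from limma did not pass.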
